A study of Zea mays with 36 samples. Its data were reported in "Decoding nitrogen uptake efficiency in maize and sorghum: insights from comparative gene regulatory networks" (2025).

How the data were processed

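RNA was measured by RNA-seq in leaf and root tissue of hydroponically grown maize plants of the inbred line B73. Per the labels, plants were grown under nitrate-sufficient conditions for 12 days and under a photoperiod of 16 h light and 8 h dark. Nitrate was then withdrawn by replacing nitrate salts in the solution, and it was returned after 24 h. Tissue was taken at 0 h under normal nitrogen (NN), at 0.5, 3 and 24 h of nitrogen deprivation (ND), and at 24.5 and 48 h for nitrogen recovery (NR). There were 36 libraries, with 3 replicates for each of 6 time points in each of 2 tissues. The time label of the last group is 48 h, whereas the protocol text in the labels can be read as 48 h after resupply. The methods of the study place this sampling 24 h after nitrate was returned, which is 48 h in all, and that reading is used here. The labels and the methods of the study also name different nutrient solutions, library kits, sequencers and sizes of plant pools, so the library chemistry behind the values is not settled here.

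The deposited values are TPM, a measure of transcript abundance scaled to a fixed total per library, which the authors computed per gene. The methods of the study name STAR alignment to the B73 version 5 genome without read trimming, followed by StringTie with default parameters. Leaf and root values were deposited as separate tables of 43459 genes, and each library summed to 1000000 TPM. The leaf table lists 7722 genes at 0 in each of its libraries, and the root table lists 6416. TPM keeps no read depth, so the depth of each library is unknown and no interval or detection limit that needs it is given. A gene at 0 is described only as listed at 0. The authors tested differential expression with DESeq2. A count model was not used here because the values are not counts.

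Values were transformed as log2(TPM + 1), and fold changes are given on that scale, which understates changes of low genes. A gene was tested in a tissue when it reached at least 1 TPM in at least 3 libraries of that tissue, which kept 23268 genes in leaf and 26245 in root. All 18 libraries of a tissue entered the same linear model in limma 3.58.1 under R 4.3.3, with a coefficient per time point and empirical Bayes moderation with a mean-variance trend. Tests were two-sided. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change above 1. Each of the 5 later time points was compared with 0 h, and 24.5 h and 48 h were also compared with 24 h, which gave 7 contrasts per tissue. Withdrawal (0.5 h against 0 h) and resupply (24.5 h against 24 h) are intervals of 30 min that start at the same hour of the day and share no library. Their difference was tested as an interaction. Tissues were fitted separately, and differences between tissues were not tested.

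The gene lists came from the regulatory network of the study, which took its genes by orthology to an earlier network, with further transcription factors from published work and promoters of transcription factors added. Its methods do not describe a choice from these libraries. The nitrate assimilation list holds 16 genes and the N transporter list 15 genes. Of the 371 network genes, 2 identifiers were not in the tables. Lists were tested with fry in limma (self-contained, two-sided), with Benjamini-Hochberg adjustment over the 28 list tests, and camera with an estimated inter-gene correlation was the alternative. Gene symbols are those of the study. The reference gene table given, on the NAM-5.0 assembly, matched 0 of the file identifiers, so no coordinates or other gene names are given, and a list of circadian clock genes written beforehand could not be matched and was not used here. Genes named were fixed before the data were examined: 25 network genes, and in each tissue the 2 largest rises and 2 largest falls against 0 h during deprivation among called genes of at least 10 TPM in the higher group that changed the same way in each replicate. Because the files do not pair identifiers with names, no more than 2 identifiers that rose and 2 that fell are printed.

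Replicate numbers are shared between groups. Whether they pair the libraries was checked from the correlation of deviations from group means. The alternatives tried were pseudocounts of 0.1 and 5, no filter, a mean of at least 5 TPM, median-of-ratios scaling, quantile normalization, the replicate number as a block, fits with only the groups compared, a robust prior, calls by adjusted p-value alone, a test against a log2 fold change of 1 (treat), and leaving out each library in turn. For contrasts of 3 against 3 libraries the 10 possible splits were counted, so no share under 0.1 could arise. For the interaction and for the distinct genes, 100 relabelings with a fixed seed were used, the real grouping included.

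RNA carried over from the other tissue was estimated as the median, over genes specific to that tissue, of the ratio of TPM in the library to the mean TPM in the other tissue at the same time point. Tissue-specific genes had a median of at least 100 TPM in a tissue and at least 200 times less in the other, which gave 156 leaf genes and 63 root genes after LHCB5 and NRT2.1 were set aside. Mixing leaf values at 2% into a root library in the computer returned 2.00% over the 156 genes. The values mixed in were the 0 h leaf means that also served as the reference, so this checks the calculation only. The model was tested on simulated data with 200 genes changed by 2 on the log2 scale at 24.5 h. These genes were drawn from those with a mean above 2 on that scale. The simulated noise was normal, with the same spread of a gene at each time point. The result need not hold for lower genes or for time points whose replicates differ more. It called 194 of the 200 among 23268 leaf genes and 192 among 26245 root genes, none with the wrong sign, with 8 and 6 unchanged genes called. Simulated data without changes gave 0 calls in each contrast. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.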

Results

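The data comprised 36 RNA-seq libraries of maize B73, with 18 from leaf and 18 from root and 3 replicates at each time point. Plants were sampled at 0 h under normal nitrogen, at 0.5, 3 and 24 h of nitrogen deprivation, and at 24.5 and 48 h for recovery. Values were TPM, so the read depth of each library was unknown. In leaf, 20367 to 21735 genes reached at least 1 TPM per library, and in root 23774 to 24773 genes did. The 10 most abundant genes held 6.44% to 10.5% of TPM in leaf libraries and 4.48% to 6.90% in root libraries. There was no untreated control at the later times. The comparisons of 0.5, 3 and 24.5 h with 0 h therefore include any change with the hour of the day. Each comparison with 0 h includes any change with plant age.

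Replicates did not group equally well. The mean correlation of root 48 h replicate 2 with its own replicates was 0.952, while its highest correlation with a library of another time point was 0.975, with 24 h replicate 3. In leaf, each of the 24.5 h and 48 h libraries had a higher correlation with a library of another time point than its mean with its own replicates. For leaf 24.5 h replicate 3 these values were 0.980, with 48 h replicate 1, and 0.957. The same held for leaf 0.5 h replicate 1 (0.970, with 0 h replicate 3, and 0.967) and replicate 3 (0.958, with 48 h replicate 1, and 0.955). The median SD over genes in leaf was 0.274 on the log2 scale at 24.5 h, 0.273 at 48 h and 0.222 at 0.5 h, compared with 0.142 at 0 h.

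The first comparison asked how many genes changed after nitrate withdrawal. In leaf, limma called 596 genes at 0.5 h, 3192 at 3 h and 809 at 24 h against 0 h. Of the 3192 genes at 3 h, 1990 were higher and 1202 lower. As a ratio, the test against a log2 fold change of 1 moved all 3 counts most, at 0.5 h and 24 h to 6 and 4. In number of genes, the adjusted p-value alone moved all 3 counts most, to 1370 at 0.5 h, 8175 at 3 h and 3322 at 24 h. In root, 764 genes were called at 0.5 h, 976 at 3 h and 988 at 24 h. Of these, 465 were higher and 299 lower at 0.5 h, 293 higher and 683 lower at 3 h, and 312 higher and 676 lower at 24 h.

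The direction of the leaf calls depended on the scaling. At 48 h against 0 h, 63.8% of the leaf calls were higher with TPM as deposited, 26.03% with median-of-ratios scaling and 34.2% with quantile normalization. The median log2 fold change over all leaf genes was 0.25 in that contrast and moved by -0.24 under median-of-ratios scaling. At 3 h the share of higher calls was 62.3%, and it was 48.0% under median-of-ratios scaling. Root calls at 3 h held their balance, with 30.0% higher as deposited, 29.5% under median-of-ratios scaling and 36.3% under quantile normalization.

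**Figure D1:**
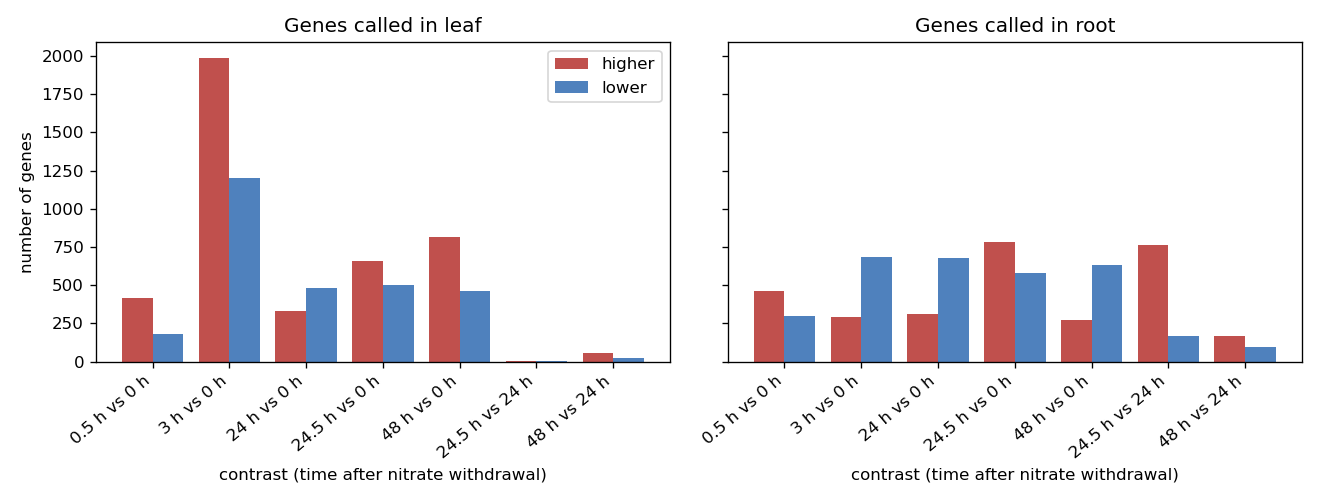
Number of genes called higher (red bars) or lower (blue bars) in each contrast, for leaf (left panel) and root (right panel), with the contrast on the x axis and the number of genes on the y axis. Leaf at 3 h against 0 h has the most calls, with 1990 higher and 1202 lower, and leaf at 24.5 h against 24 h has 6 in all.

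The recovery time points were compared with 0 h and with the end of deprivation. In leaf, 1157 genes were called at 24.5 h and 1274 at 48 h against 0 h. Against 24 h, 6 genes were called in leaf at 24.5 h and 77 at 48 h. The 6 calls became 60 without leaf 24.5 h replicate 3, and the 77 calls became 185 without leaf 48 h replicate 2 and 3 without leaf 24 h replicate 2. In root, 1363 genes were called at 24.5 h and 906 at 48 h against 0 h. Against 24 h, 929 were called in root at 24.5 h, with 760 higher and 169 lower, and at 48 h 164 were higher and 95 lower. The root count at 48 h against 24 h became 970 without 48 h replicate 2 and 61 without 24 h replicate 2, so it rested on single libraries.

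Summed over the 5 time points against 0 h, there were 7028 calls in leaf and 4997 in root. They came from 4138 distinct genes in leaf and 2937 in root, as 1536 leaf genes and 1206 root genes were called at several time points. These contrasts share the 0 h libraries, so a gene can pass at several time points by their error alone. Unchanged groups were simulated 20 times against those libraries and gave no calls at several time points, so the effect was compared at an unadjusted p-value under 0.05. At that limit the simulated groups gave on average 1493 leaf genes and 1396 root genes at several time points, which were 31.9% and 30.1% of the genes that passed at any. The data gave 10833 leaf genes (67.7%) and 11606 root genes (62.7%). During deprivation the distinct genes numbered 3616 in leaf and 2019 in root, and during recovery 1661 and 1852.

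Withdrawal and resupply were then compared over their 30 min intervals. The difference between the intervals was called, with fitted changes of opposite sign, for 1103 genes in root and 81 in leaf. In root, with TPM as deposited, the fitted change was negative on withdrawal and positive on resupply for 827 of these, and the reverse for 276. Such a call does not require a called change in each interval. Across genes, which are not independent replicates, the 2 changes had a Pearson correlation of 0.26 in root (SD 0.121 over the 3 replicate numbers) and 0.099 in leaf (SD 0.0590). Each SD is that of correlations from single libraries matched by number (0.162, 0.0237 and 0.265 in root). The numbers did not pair the libraries, so the SD is not the error of a correlation of group means. In root, 180 genes were called in both intervals, and 163 of them changed in the same direction and 17 in opposite directions.

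The nitrate assimilation list was lower in root after withdrawal. Its median log2 fold change over 14 tested genes was -0.72 at 0.5 h (limma fry, adjusted p-value 0.00176), with 14 of 14 genes lower, -0.97 at 3 h (adjusted p-value 0.00140), with 11 lower, and -0.71 at 24 h (adjusted p-value 0.0107), with 13 lower. After resupply the median against 24 h was 0.73 at 24.5 h (adjusted p-value 0.00228), with 14 of 14 genes higher, and 0.59 at 48 h (adjusted p-value 0.0107), with 13 higher. In leaf the median was -0.50 at 0.5 h (adjusted p-value 0.0449), with 14 of 14 lower, and -0.58 at 3 h (adjusted p-value 0.0115), with 10 lower. The leaf result at 0.5 h did not pass in any of the 6 fits that each left out a library. The leaf result at 3 h did not pass without 0 h replicate 1 (-0.51), the root result at 24 h did not pass without 24 h replicate 3 (-0.61), and the root result at 48 h against 24 h did not pass without 24 h replicate 3 (0.39) or 48 h replicate 1 (0.31). At 24 h against 0 h the leaf list did not pass (median -0.12, limma fry adjusted p-value 0.796), with 9 lower. At 24.5 h against 24 h the leaf list had 7 genes higher and 7 lower (adjusted p-value 0.987). Of the 14 genes in root, 7 were called at 3 h over all genes tested, and 7 when adjusted over the list alone.

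For the N transporter list, the leaf medians over 10 tested genes were -0.50 at 0.5 h (limma fry, adjusted p-value 0.00140), with 7 lower, and -0.36 at 3 h (adjusted p-value 0.000623), with 8 lower. The list also passed against 0 h at 24 h (-0.28, adjusted p-value 0.0124), with 6 lower, and after resupply at 24.5 h (-0.41, adjusted p-value 0.00140), with 7 lower, and at 48 h (-0.28, adjusted p-value 0.0449), with 6 lower. The call was lost in 3 of the 6 fits that each left out a library at 24 h and in 4 of 6 at 48 h. The root list of 15 genes did not pass the threshold in any of the 7 contrasts. At 24 h it held 3 genes called higher and 2 called lower, and 6 genes passed when adjusted over the list alone. In all, 12 of the 28 list tests passed with fry and 0 passed with camera at an estimated correlation, where 5 had an unadjusted p-value under 0.05.

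In root, the nitrate reductase gene NR2 (Zm00001eb256260) fell from 30.0 TPM at 0 h to 6.79 ± 2.33 TPM (SD, n = 3) at 0.5 h. Its log2 fold change was -2.04 (SE 0.356, limma adjusted p-value 0.00181). It was at 2.62 ± 0.697 TPM at 3 h and 18.9 ± 9.82 TPM at 24 h, where it was not called against 0 h (log2 fold change -0.78, adjusted p-value 0.134). At 24.5 h it reached 69.6 ± 30.8 TPM, with a log2 fold change of 1.88 against 24 h (adjusted p-value 0.00280). UPM2 (Zm00001eb159150) was at 44.8 TPM at 0 h, 6.92 ± 1.61 TPM at 0.5 h, 15.2 ± 0.796 TPM at 3 h, 41.01 ± 24.4 TPM at 24 h and 164 ± 46.4 TPM at 24.5 h (SD, n = 3, limma). At 24 h it was not called against 0 h (log2 fold change -0.28, adjusted p-value 0.611). Its log2 fold change was -2.54 on withdrawal (SE 0.348, limma adjusted p-value 0.000409) and 2.102 on resupply (SE 0.348, adjusted p-value 0.00122). The nitrite reductase gene NIR1 (Zm00001eb193660) fell to 11.3 ± 2.81 TPM at 3 h from 55.9 TPM. Of the 7 named assimilation genes, 6 were among the root genes with opposite fitted changes, and 4 of these were called in both intervals. NIR1 was not called on withdrawal (adjusted p-value 0.283) and NR1 not on resupply (adjusted p-value 0.0648). The interaction of NR3 did not pass (adjusted p-value 0.0510). In leaf, 20 of the 25 named genes were tested, among them 6 of the assimilation genes. Of these 20, 0 had a called opposite change, and 4 had one at an unadjusted p-value under 0.05.

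**Figure D2:**
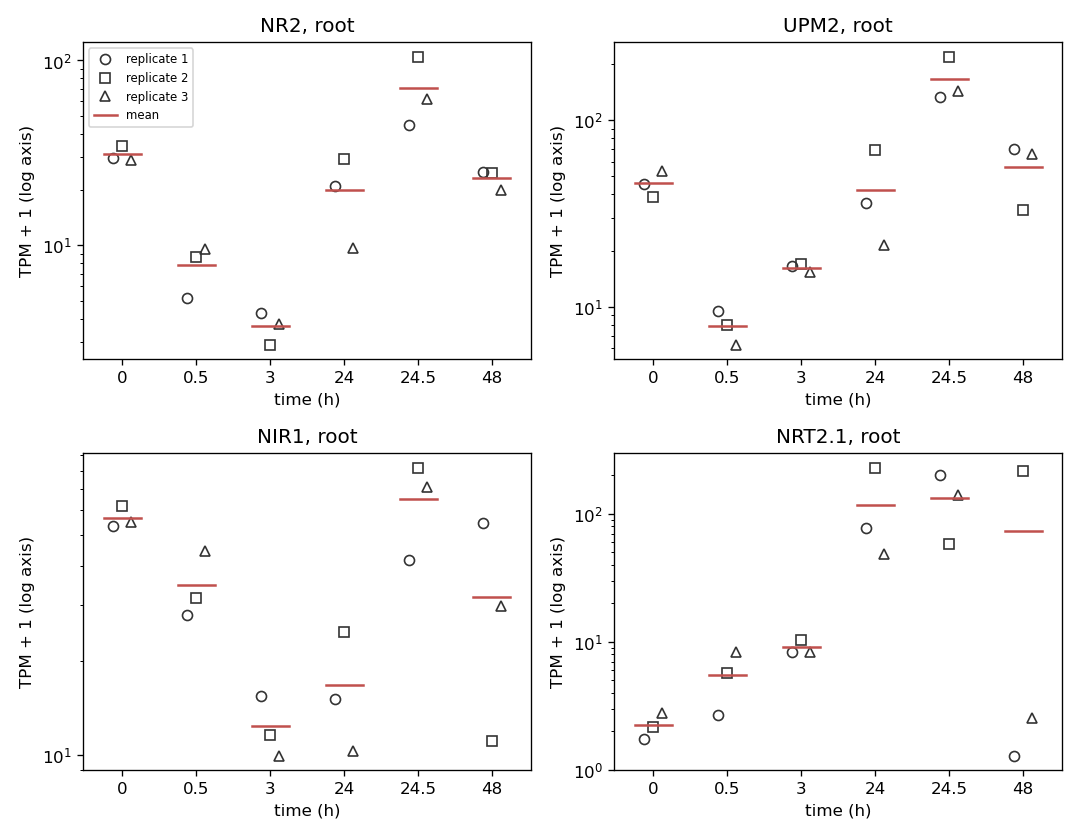
TPM + 1 on a log axis (y) against time in h (x) for NR2, UPM2, NIR1 and NRT2.1 in root. Open symbols are the 3 replicates and red lines their means. UPM2 is at 6.92 TPM at 0.5 h and 164 TPM at 24.5 h on average, and NRT2.1 at 48 h has replicate 2 at 217 TPM and the other two near the floor of the axis.

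High-affinity nitrate transporter genes were called higher in root at 24 h. NRT2.1 (Zm00001eb209670) was at 1.22 ± 0.521 TPM at 0 h and 117 ± 97.1 TPM at 24 h (SD, n = 3), with a log2 fold change of 5.44 (SE 1.28, limma adjusted p-value 0.00851). NRT2.2 (Zm00001eb209690) had a log2 fold change of 5.09 at 24 h (adjusted p-value 0.00675). At 3 h, NRT2.1 was at 7.38, 9.37 and 7.31 TPM and NRT2.2 at 5.601, 6.07 and 8.80 TPM, above each 0 h library, but neither was called there (log2 fold changes 2.04, SE 1.28, and 2.22, SE 1.15). The SE is shared by all time points, so a rise before 24 h is not excluded. Both may share reads as close copies, so the split between them is uncertain. These were the 2 largest root rises. At 24.5 h, NRT2.1 and NRT2.2 were still called higher than at 0 h (log2 fold changes 5.75 and 5.59). Neither was called against 24 h (log2 fold changes 0.31 and 0.50). At 48 h, NRT2.1 was at 0.285, 217 and 1.52 TPM in replicates 1, 2 and 3. The log2 fold change of NRT2.1, root 48 h vs 24 h, was -3.41 (limma adjusted p-value 0.123), and without replicate 2 it was -5.72 (adjusted p-value 6.81e-05). The ammonium transporter gene AMT1.3 (Zm00001eb247430) fell in root from 34.4 TPM to 12.1 ± 5.50 TPM at 24 h (log2 fold change -1.51, limma adjusted p-value 0.00199). NRT1.1 in root was called lower at 48 h (log2 fold change -1.01), a call lost under median-of-ratios scaling (-0.99), with a pseudocount of 5 (-0.94 for NRT1.1, root 48 h vs 0 h), with only the groups compared (adjusted p-value 0.0689) and without 0 h replicate 2 (-0.87), 0 h replicate 3 (-0.98) or 48 h replicate 3 (-0.73).

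In leaf, NR1 (Zm00001eb176470) fell from 374 TPM at 0 h to 20.4 ± 7.51 TPM at 3 h (SD, n = 3), a log2 fold change of -4.20 (SE 0.382, limma adjusted p-value 1.01e-06). At 24 h, still without nitrate, NR1 was at 208 ± 23.6 TPM and not called (log2 fold change -0.85, limma adjusted p-value 0.148). It was at 139.03 ± 78.5 TPM at 48 h. NIR1 fell from 74.3 to 10.7 ± 3.31 TPM at 3 h (log2 fold change -2.72, limma adjusted p-value 1.70e-06). AMT1.3 and NPF3.6 had log2 fold changes of -2.36 and -2.98 at 3 h. At 24 h AMT1.3 was still called lower (log2 fold change -1.39, limma adjusted p-value 0.00255), and NPF3.6 was not (-0.44, adjusted p-value 0.283). NIR1 missed only the fold limit there (-0.99, adjusted p-value 0.0213). The falls at 3 h include any change with the hour of the day. Leaf LHCB5 (Zm00001eb112260) fell from 1372 to 659 ± 61.1 TPM at 3 h, a log2 fold change of -1.06. For LHCB5, leaf 3 h vs 0 h, it was -0.80 under quantile normalization and -0.99 without 3 h replicate 2, and not called in either. NRT2.1 did not pass the filter in leaf. The transcription factor gene MYBR79 (Zm00001eb172450) fell from 338 to 4.83 ± 0.617 TPM in leaf and from 33.9 to 2.48 ± 0.694 TPM in root at 3 h, with log2 fold changes of -5.87 and -3.34. At 24 h it was at 161 ± 30.8 TPM in leaf and not called (log2 fold change -1.08, limma adjusted p-value 0.0870). In root it was still called lower at 24 h (-2.19, adjusted p-value 0.000139). The factors bZIP18, bZIP30, NLP17, NLP6 and C3H11, and the genes NR3 and NAR2.1, which were tested in root only, were not called in any contrast, which made 7 of the 25 named genes. Some of these missed only the fold limit. C3H11 in leaf had adjusted p-values under 0.05 at each of the 5 time points against 0 h, with a log2 fold change of -0.98 at 3 h (limma adjusted p-value 6.64e-06). NR3 in root fell from 1.45 to 0.292 ± 0.316 TPM at 3 h (SD, n = 3), a log2 fold change of -0.93 (limma adjusted p-value 0.0109) that the pseudocount shrinks at this level. Others passed the fold limit and missed the p-value limit. NAR2.1 in root went from 8.94 to 25.3 ± 14.9 TPM at 24 h (log2 fold change 1.28, limma adjusted p-value 0.0525). NLP17 in root went from 11.9 to 5.01 ± 0.718 TPM at 0.5 h (-1.09, adjusted p-value 0.0598). A change of these genes is therefore not excluded.

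The largest rise in leaf was Zm00001eb135130, from 1.19 TPM to 728 ± 223 TPM (SD, n = 3) at 3 h (log2 fold change 8.34, limma adjusted p-value 2.01e-07). The largest fall in leaf was Zm00001eb361620, from 340.2 to 3.78 ± 3.43 TPM (log2 fold change -6.41, limma adjusted p-value 0.000142). The largest fall in root was Zm00001eb019560 at 3 h, from 81.03 to 1.31 ± 0.270 TPM (log2 fold change -5.12, limma adjusted p-value 0.000286). The second largest had nearly the same values in each library, so the pair may be copies that share reads and is uncertain.

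LHCB5 in root ranged from 0 to 17.96 TPM over the 18 libraries. It followed the estimated share of leaf RNA in the library, with a Pearson correlation of 0.986 and a Spearman correlation of 0.944 (permutation p 1e-05 for each, two-sided, the smallest that 100000 resamples can give). Without the 2 libraries farthest from the median share, the correlations were 0.957 and 0.921. The leaf RNA share was 2.14% in root 24.5 h replicate 3 and 0.0535% in root 3 h replicate 2.

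**Figure D3:**
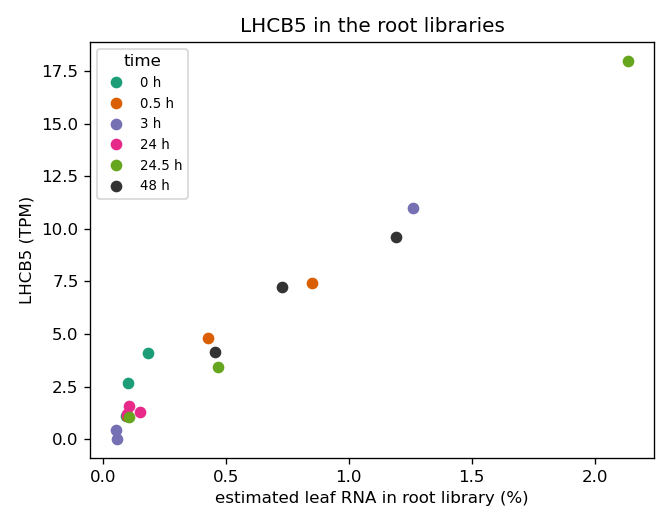
LHCB5 in TPM (y) against the estimated percentage of leaf RNA (x) in each of the 18 root libraries, coloured by time point. Root 24.5 h replicate 3 is at 17.96 TPM and 2.14% leaf RNA, the highest on both axes.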

Values the study reported

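The study reported 1189 differentially expressed genes in leaves at 0.5 h, 4422 at 3 h, 1887 at 24 h, 1850 at 24.5 h and 2420 at 48 h. For roots it gave 1128, 1364, 1450, 2052 and 1474 at the same time points. The totals it gave over the time points were 11 768 for leaves and 7468 for roots.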

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

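The tests of scaling and of RNA from the other tissue were chosen before their results were seen, and none of the tests here was chosen after. In root, a test of the difference between the intervals called 1103 genes whose fitted changes on withdrawal and on resupply had opposite signs. For 827 of these the fitted change was negative on withdrawal and positive on resupply. That split is for TPM as deposited and may depend on the scaling. The median log2 fold change over all root genes was -0.081 at 0.5 h against 0 h and 0.12 at 24.5 h against 24 h. These offsets have the same signs as the 827 genes. Quantile normalization moved the share of higher root calls at 24.5 h against 24 h from 81.8% to 63.01%. Genes called in both intervals in opposite directions numbered 17, against 163 in the same direction, so most of the 1103 genes were not called in one interval or the other. Only the real grouping, 1 of the 100 relabelings of the 12 libraries, gave as many genes. The relabelings moved libraries across 0, 0.5, 24 and 24.5 h, so they also broke up every other difference between these times. They therefore do not test the opposite change on its own. Scaling was not the whole source, as quantile normalization left 823 genes. Leaf RNA in the root libraries was not either, as leaf-enriched genes made up 1.90% of these genes. Leaving out a library in turn gave 827 to 1260 genes. An effect of nitrate supply is a candidate explanation for genes such as NR2 and UPM2. Against a plain response to supply, their means lay nearer to the 0 h level at 24 h without nitrate than at 0.5 h, at 18.9 and 41.01 TPM against 30.0 and 44.8 TPM at 0 h, and neither was called there (limma adjusted p-value 0.134 and 0.611). Other genes of this kind stayed lower at 24 h, as NIR1 was at 15.7 against 55.9 TPM (log2 fold change -1.86, adjusted p-value 0.00898) and NIR2 at 35.9 against 87.1 TPM (log2 fold change -1.35, adjusted p-value 0.0187), and the assimilation list had 13 of 14 genes lower with a median of -0.71. Differences between the genes in their level at 24 h without nitrate were not tested. The effect of supply thus remains a hypothesis. Withdrawal and resupply were also done on different days and in plants of different age and prior supply, which the design does not separate.

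In leaf, 81 genes met the same test. As many genes arose in 5 of the 100 relabelings, so a chance arrangement of the libraries stays open for the leaf count. Quantile normalization gave 80 genes and median-of-ratios scaling 131, which argues against scaling as the source. Root-enriched genes made up 12.3% of them, so root RNA may account for a small part at most. The leaf count ranged from 28, without leaf 24 h replicate 2, to 91 when a library was left out. The difference between the leaf and root counts was not tested.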

How the results depend on the processing

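The alternatives were chosen before the data were examined. Of 830 recomputed values for the 48 results that answer a comparison, 647 kept their direction and their side of the threshold or stayed within 1.5 times. The other values were 100 that moved, 41 that lost a call, 6 that gained a call and 36 that changed sign. The cause of each change was not tested, except that a higher pseudocount shrinks the fold change of low genes by construction, and that a mean filter tests fewer genes. The read depth is unknown, so what it limits cannot be given.

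The share of higher calls moved by over 10 percentage points with the scaling in leaf at 3 h, from 62.3% to 48.0% with median-of-ratios scaling and 49.4% with quantile normalization, at 24 h from 40.8% to 23.1% with median-of-ratios scaling, at 24.5 h from 56.8% to 27.4% and 33.2%, and at 48 h from 63.8% to 26.03% and 34.2%. Against 24 h it moved in leaf at 24.5 h from 83.3% to 62.5% with median-of-ratios scaling and at 48 h from 72.7% to 48.5% and 39.5%. In root it moved at 24 h against 0 h from 31.6% to 43.9% with quantile normalization, and at 24.5 h against 24 h from 81.8% to 71.1% and 63.01%.

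With the adjusted p-value alone, the counts that moved by over 1.5 times were 1370 for genes called, leaf 0.5 h vs 0 h, 8175 for genes called, leaf 3 h vs 0 h, 3322 for genes called, leaf 24 h vs 0 h, 5035 for genes called, leaf 24.5 h vs 0 h, 5950 for genes called, leaf 48 h vs 0 h, 309 for genes called, leaf 48 h vs 24 h, 11351 for distinct genes called in any of 5 time points vs 0 h, leaf, 3749 for genes called, root 0.5 h vs 0 h, 4127 for genes called, root 3 h vs 0 h, 5252 for genes called, root 24 h vs 0 h, 5559 for genes called, root 24.5 h vs 0 h, 4065 for genes called, root 48 h vs 0 h, 4734 for genes called, root 24.5 h vs 24 h, 1344 for genes called, root 48 h vs 24 h, 3460 for genes with opposite response to withdrawal and resupply, root and 11718 for distinct genes called in any of 5 time points vs 0 h, root. With treat against a log2 fold change of 1, the counts that moved by over 1.5 times were 6 for leaf 0.5 h vs 0 h, 772 for leaf 3 h vs 0 h, 4 for leaf 24 h vs 0 h, 6 for leaf 24.5 h vs 0 h, 1 for leaf 48 h vs 0 h, 0 for genes called, leaf 24.5 h vs 24 h, 1 for leaf 48 h vs 24 h, 0 for genes with opposite response to withdrawal and resupply, leaf, 773 for distinct genes in leaf, 4 for root 0.5 h vs 0 h, 67 for root 3 h vs 0 h, 4 for root 24 h vs 0 h, 26 for root 24.5 h vs 0 h, 9 for root 48 h vs 0 h, 3 for root 24.5 h vs 24 h, 0 for root 48 h vs 24 h, 3 for opposite response in root and 82 for distinct genes in root. With a pseudocount of 0.1, the counts that moved by over 1.5 times were 1746 for leaf 24.5 h vs 0 h, 1924 for leaf 48 h vs 0 h and 125 for leaf 48 h vs 24 h. With a pseudocount of 0.1, the medians or correlations that changed their side or sign were -0.00019 for nitrate assimilation list, leaf 24.5 h vs 24 h (sign reversed), -0.32 for N transporter list, leaf 48 h vs 0 h (call lost) and -0.00034 for N transporter list, root 48 h vs 0 h (sign reversed). With a pseudocount of 5, the counts that moved by over 1.5 times were 260 for leaf 0.5 h vs 0 h, 1636 for leaf 3 h vs 0 h, 355 for leaf 24 h vs 0 h, 464 for leaf 24.5 h vs 0 h, 557 for leaf 48 h vs 0 h, 2 for leaf 24.5 h vs 24 h, 23 for leaf 48 h vs 24 h, 46 for opposite response in leaf, 2046 for distinct genes in leaf, 318 for root 0.5 h vs 0 h, 431 for root 3 h vs 0 h, 393 for root 24 h vs 0 h, 615 for root 24.5 h vs 0 h, 352 for root 48 h vs 0 h, 378 for root 24.5 h vs 24 h, 74 for root 48 h vs 24 h, 430 for opposite response in root and 1233 for distinct genes in root. With a pseudocount of 5, the medians or correlations that changed their side or sign were -0.23 for nitrate assimilation list, leaf 0.5 h vs 0 h (call lost) and -0.011 for nitrate assimilation list, leaf 24.5 h vs 0 h (sign reversed). With no filter, the counts that moved by over 1.5 times were 12 for leaf 24.5 h vs 24 h and 50 for leaf 48 h vs 24 h. With no filter, the medians or correlations that changed their side or sign were -0.31 for nitrate assimilation list in leaf 0.5 h vs 0 h (call lost), -0.027 for nitrate assimilation list in leaf 24.5 h vs 0 h (sign reversed), -0.059 for N transporter list, leaf 24 h vs 0 h (call lost), 0.0015 for N transporter list, leaf 24.5 h vs 0 h (sign reversed), 0.022 for N transporter list in leaf 48 h vs 0 h (sign reversed) and 0.063 for N transporter list, leaf 24.5 h vs 24 h (sign reversed). With a mean of at least 5 TPM, the counts that moved by over 1.5 times were 2019 for leaf 3 h vs 0 h, 2 for leaf 24.5 h vs 24 h, 2684 for distinct genes in leaf, 500 for root 0.5 h vs 0 h, 902 for root 24.5 h vs 0 h and 1895 for distinct genes in root. With a mean of at least 5 TPM, the medians or correlations that changed their side or sign were -0.36 for nitrate assimilation list in leaf 0.5 h vs 0 h (call lost), -0.10 for nitrate assimilation list in leaf 24.5 h vs 0 h (sign reversed), -0.15 for nitrate assimilation list, leaf 48 h vs 0 h (sign reversed), -0.054 for nitrate assimilation list in leaf 24.5 h vs 24 h (sign reversed), -0.10 for N transporter list in leaf 24 h vs 0 h (call lost) and -0.44 for N transporter list in leaf 48 h vs 0 h (call lost). With median-of-ratios scaling, the counts that moved by over 1.5 times were 131 for opposite response in leaf. With median-of-ratios scaling, the medians or correlations that changed their side or sign were -0.20 for nitrate assimilation list in leaf 24.5 h vs 0 h (sign reversed), -0.17 for nitrate assimilation list in leaf 48 h vs 0 h (sign reversed), -0.080 for nitrate assimilation list in leaf 24.5 h vs 24 h (sign reversed) and -0.10 for nitrate assimilation list, leaf 48 h vs 24 h (sign reversed). With quantile normalization, the counts that moved by over 1.5 times were 43 for leaf 48 h vs 24 h. With quantile normalization, the medians or correlations that changed their side or sign were -0.090 for nitrate assimilation list in leaf 24.5 h vs 0 h (sign reversed), -0.026 for nitrate assimilation list in leaf 48 h vs 0 h (sign reversed), -0.0066 for nitrate assimilation list in leaf 24.5 h vs 24 h (sign reversed) and -0.26 for N transporter list in leaf 24.5 h vs 24 h (call gained). With the replicate block, the counts that moved by over 1.5 times were 49 for opposite response in leaf. With the replicate block, the medians or correlations that changed their side or sign were -0.50 for nitrate assimilation list in leaf 0.5 h vs 0 h (call lost) and -0.28 for N transporter list in leaf 48 h vs 0 h (call lost). With only the groups compared in the fit, the counts that moved by over 1.5 times were 11 for leaf 24.5 h vs 24 h, 0 for leaf 48 h vs 24 h, 560 for root 48 h vs 0 h and 0 for root 48 h vs 24 h. With only the groups compared in the fit, the medians or correlations that changed their side or sign were -0.28 for N transporter list in leaf 48 h vs 0 h (call lost), -0.15 for N transporter list in leaf 24.5 h vs 24 h (call gained), 0.27 for N transporter list, root 3 h vs 0 h (call gained), -0.71 for nitrate assimilation list, root 24 h vs 0 h (call lost), 0.20 for nitrate assimilation list, root 24.5 h vs 0 h (call gained), 0.64 for N transporter list, root 24.5 h vs 0 h (call gained) and 0.59 for nitrate assimilation list, root 48 h vs 24 h (call lost). With camera at an estimated correlation none of the 28 list tests passed, so the call was lost, at the same median, for nitrate assimilation list in leaf 0.5 h vs 0 h (-0.50), nitrate assimilation list, leaf 3 h vs 0 h (-0.58), N transporter list, leaf 0.5 h vs 0 h (-0.50), N transporter list, leaf 3 h vs 0 h (-0.36), N transporter list in leaf 24 h vs 0 h (-0.28), N transporter list in leaf 24.5 h vs 0 h (-0.41), N transporter list in leaf 48 h vs 0 h (-0.28), nitrate assimilation list, root 0.5 h vs 0 h (-0.72), nitrate assimilation list, root 3 h vs 0 h (-0.97), nitrate assimilation list in root 24 h vs 0 h (-0.71), nitrate assimilation list, root 24.5 h vs 24 h (0.73) and nitrate assimilation list in root 48 h vs 24 h (0.59). With only genes called in either change, the correlations that moved by more than their SD over replicate numbers were 0.57 for correlation of withdrawal and resupply changes, leaf and 0.39 for correlation of withdrawal and resupply changes, root.

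Leaving out a library of the groups compared in turn changed these results. Values ranged from 1.29 to 1.81 for AMT1.3, root 48 h vs 24 h, from -0.014 to 0.18 for correlation of both changes in leaf, from 352 to 624 for leaf 0.5 h vs 0 h, from 472 to 783 for leaf 24 h vs 0 h, from 725 to 1698 for leaf 24.5 h vs 0 h, from 1 to 60 for leaf 24.5 h vs 24 h, from 3 to 185 for leaf 48 h vs 24 h and from 61 to 970 for root 48 h vs 24 h. Values ranged from 28 to 91 for opposite response in leaf, from -1.12 to -0.99 for LHCB5, leaf 3 h vs 0 h, from -0.36 to -0.15 for N transporter list in leaf 24 h vs 0 h, from -0.54 to -0.11 for N transporter list in leaf 48 h vs 0 h, from -0.0087 to 0.33 for N transporter list in leaf 48 h vs 24 h, from -0.18 to 0.30 for N transporter list in root 48 h vs 0 h, from -0.37 to 0.035 for N transporter list in root 48 h vs 24 h and from -0.65 to -0.30 for nitrate assimilation list in leaf 0.5 h vs 0 h. Values ranged from -0.12 to 0.31 for nitrate assimilation list in leaf 24.5 h vs 0 h, from -0.14 to 0.34 for nitrate assimilation list in leaf 24.5 h vs 24 h, from -0.70 to -0.47 for nitrate assimilation list in leaf 3 h vs 0 h, from -0.062 to 0.30 for nitrate assimilation list in leaf 48 h vs 0 h, from -0.051 to 0.23 for nitrate assimilation list in leaf 48 h vs 24 h, from -0.83 to -0.61 for nitrate assimilation list in root 24 h vs 0 h, from -0.13 to 0.23 for nitrate assimilation list in root 48 h vs 0 h and from 0.31 to 0.93 for nitrate assimilation list in root 48 h vs 24 h. Values ranged from -1.30 to -1.06 for NR1, root 0.5 h vs 0 h, from -1.16 to -0.73 for NRT1.1, root 48 h vs 0 h, from -0.28 to 3.43 for NRT2.1, root 48 h vs 0 h, from -5.72 to -2.02 for NRT2.1, root 48 h vs 24 h, from 1.27 to 1.83 for NRT2.5, root 24 h vs 0 h, from -1.24 to -0.99 for PGM, root 3 h vs 0 h and from -2.16 to -1.74 for UPM2, leaf 3 h vs 0 h.

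The fits without a single library that moved a leaf count against 0 h by over 1.5 times were those without 0 h replicate 1 (370 genes at 0.5 h), 0 h replicate 2 (352 at 0.5 h and 472 at 24 h), 0.5 h replicate 2 (352 at 0.5 h), 24 h replicate 1 (523 at 24 h) and 24.5 h replicate 1 (725 at 24.5 h), for genes called, leaf 0.5 h vs 0 h, genes called, leaf 24 h vs 0 h and genes called, leaf 24.5 h vs 0 h. The nitrate assimilation list in leaf at 0.5 h against 0 h lost its call in each of the 6 fits that left out a library, with the median below 0 in all 6.

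Where a count was 0, genes at an unadjusted p-value under 0.05 were still found. With treat there were 48 in leaf at 24.5 h against 24 h, 62 in root at 48 h against 24 h and 151 for the opposite response in leaf. With only the groups compared there were 3400 in leaf and 4879 in root at 48 h against 24 h.

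Without root 48 h replicate 2, the log2 fold change of NRT2.1 at 48 h against 0 h was -0.28 in place of 2.03, so its sign reversed. In the fits that left out a library in turn, that result ran from -0.28 to 3.43. Among the 34 values of named genes, 11 changed under at least 1 alternative. In 508 recomputed values, 20 lost a call, 1 gained a call and 1 changed sign. With a pseudocount of 5 the calls lost were NRT1.1, leaf 24.5 h vs 0 h (-0.96), NR1, root 0.5 h vs 0 h (-0.90), NRT2.5, root 24 h vs 0 h (0.47), NRT1.1, root 48 h vs 0 h (-0.94) and NPF3.6, root 3 h vs 0 h (-0.89). With only the groups compared they were NRT1.1, root 48 h vs 0 h (-1.01) and AMT1.3, root 48 h vs 24 h (1.49).

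The replicate numbers did not pair the libraries. In each of the 14 contrasts at least 1 of the 3 same-numbered pairs had a correlation of deviations under 0.1, from -0.346 for pair 2 in root at 24.5 h against 24 h to 0.224 for pair 2 in leaf at 3 h against 0 h. With the replicate block, 49 leaf genes had an opposite response in place of 81, and the list calls named above for that setting were lost. It changed no other call of the main results.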

Other observations

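In this part, the tests on root 48 h replicate 2, on LHCB5 and NRT2.1, on the spread of the leaf replicates and on the hour of the day were chosen after the values were seen. The tests of leaf and root matching, of leaf-enriched genes and of other splits of the libraries were chosen before. The reading of the matching tests was changed after their results were seen, from arguing against shared plants and carried-over RNA to leaving both open. Other readings below were also changed after the values were seen. Root RNA as the source of NRT2.1 in leaf went from an accepted explanation to an open one. A wrong label on root 48 h replicate 2 went from argued against, by a narrow margin, to open.

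The root library labelled 48 h replicate 2 had a mean correlation of 0.969 with the 24 h root libraries and of 0.952 with 48 h replicates 1 and 3, which correlated with each other at 0.978. It had 217 TPM of NRT2.1 where these had 0.285 and 1.52 TPM, and 63.3 TPM of G6PD1 where these had 298 and 311 TPM. Other genes went the other way. AMT1.3 was at 41.99 TPM in replicate 2, like replicate 1 (42.96 TPM) and above each 24 h library (8.45, 18.4 and 9.36 TPM). In replicate 3 AMT1.3 was at 21.2 TPM, so it also differed between replicates 1 and 3. GOGAT2 at 67.4 TPM in replicate 2 lay between the 24 h libraries (18.9, 30.96 and 24.1 TPM) and replicates 1 and 3 (100.5 and 113 TPM). G6PD1 and GOGAT2 were picked after their values were seen. An exchange of tubes with a 24 h root library is argued against, since each 24 h library correlated better with its own replicates, by at least 0.0219, than with 48 h replicates 1 and 3. The share of leaf RNA was 0.458% in replicate 2, 0.729% and 1.19% in replicates 1 and 3, and at most 0.150% at 24 h, an order that leaf RNA in replicates 1 and 3 would also give. Over the 18916 genes no higher in leaf than in root, however, replicate 2 still correlated better with each 24 h library (at least 0.963) than with replicates 1 or 3 (at most 0.960), with a mean difference of 0.0198, which argues against leaf RNA as the whole source. A pool of plants that took up less nitrate is a candidate explanation, as leaf and root 48 h replicate 2 deviated together over 17579 genes of similar level (correlation 0.247). The pair of leaf replicate 3 and root replicate 1 reached 0.214, however, so this cannot be told apart from an unpaired deviation. A 24 h sample carrying the wrong label stays open too. Over genes that part the 24 h libraries from 48 h replicates 1 and 3, replicate 2 was on the 24 h side for 70.3% on average, while 24 h libraries left out of the choice of genes were on it for 84.0% to 91.7%. Replicate 2 lay below the 24 h library left out in each of the 3 choices, by 21.7, 7.85 and 19.3 percentage points, which goes against a mislabelled sample. The range among the 24 h libraries was 7.69 points, however, and the smallest gap is about as wide. With 1 library against 3, the mislabelled sample cannot be told apart from an incomplete response to resupply.

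Whether leaf and root libraries of the same number came from the same plants was tested by re-matching the numbers within time points. The share of the 46656 re-matchings with a sum of correlations as high was 0.187 over 21438 shared genes and 0.466 over genes of similar level. A relation was thus not detected, and neither shared plants nor RNA carried over between the tissues can be told apart from no relation here. On simulated data with a relation, the same test gave a share of 2.14e-05 over 21438 genes.

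Root LHCB5 may reflect leaf RNA in the root libraries. Its Spearman correlation with the share of leaf RNA was 0.944. In root 24.5 h replicate 3, with 2.14% leaf RNA, LHCB5 was at 17.96 TPM, and the share predicted 16.4 TPM. At 48 h, replicates 1, 2 and 3 had 7.22, 4.17 and 9.60 TPM, and the shares predicted 4.82, 3.02 and 7.88 TPM. A rise of LHCB5 in root at 48 h is therefore not shown to be a response of root cells.

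NRT2.1 was at 2.36, 1.27 and 0.607 TPM in leaf 24.5 h replicates 1, 2 and 3 and listed at 0 in each leaf library at 24 h. Root RNA in these libraries is a candidate explanation. Its estimated shares of 1.99%, 0.841% and 3.05% predicted 2.63, 1.11 and 4.03 TPM, and the summed observed level was 0.545 times the prediction. Replicate 3, with the highest share, lay well below its own prediction, so the levels did not follow the shares. At 48 h, leaf replicates 1, 2 and 3 had 0.126, 0.0665 and 0.0635 TPM where 0.261, 1.12 and 0.203 TPM were predicted, although that prediction uses a root mean carried by replicate 2 (217 TPM against 0.285 and 1.52). Root RNA thus cannot be told apart from expression in leaf, since single libraries are too few to decide.

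Of the 180 root genes called in both 30 min intervals, 163 (90.6%) changed in the same direction, although nitrate left in the first interval and returned in the second. If calls fell independently, 27.04 genes would be called in both. Leaf RNA is argued against as the source, since 96.3% of the 163 genes were not leaf-enriched. Handling of the plants at the change of solution may explain such genes, and so may the hour of the day. These cannot be told apart because both intervals start at the same hour. Of the 163 genes, 23 (14.1%) were also called at 3 h in the same direction and 3 in the opposite direction.

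Leaf gave 6 calls at 24.5 h against 24 h while root gave 929. The spread of the leaf 24.5 h replicates was 1.55 times that of the 24 h replicates (ratio of median SD), which may lower the number of calls. With 3 h as the sole sampling at its hour of the day, 85.5% of the 3192 leaf calls at 3 h were not called at 24 h. The hour of the day and nitrate supply change together there and cannot be told apart.

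Other splits of the libraries were counted for each contrast. In 13 of the 14 contrasts the real split alone, 1 of the 10 splits of the 6 libraries, gave as many called genes. For leaf at 24.5 h against 24 h, 2 of the 10 splits did. For the list tests, the real split alone had a p-value as small in 13 of 28 tests, among them 10 of the 12 that passed with fry. In the other list tests 2, 4, 5, 8 or 10 of the 10 splits did. With 10 splits no share under 0.1 can arise, so these counts cannot exclude a chance arrangement. For the distinct genes called at any time point, 1 of 100 relabelings of the 18 libraries, the real grouping, gave as many genes in leaf, and 1 of 100 in root.

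The leaf count at 0.5 h was 596 genes. That is lower than the value quoted from the study above. The leaf count at 24 h was 809 genes. That is lower than the quoted value. At 24.5 h the leaf count was 1157 genes. This too is lower than the quoted value. At 48 h the leaf count was 1274 genes. This is also lower than the value quoted. The fold limit on log2(TPM + 1) may be part of these gaps, since with a pseudocount of 0.1 the counts rose to 842 for genes called, leaf 0.5 h vs 0 h, 1170 for genes called, leaf 24 h vs 0 h, 1746 for genes called, leaf 24.5 h vs 0 h and 1924 for genes called, leaf 48 h vs 0 h. They are nearer to the quoted values and still lower. The root count at 24.5 h was 1363 genes. It is lower than the value quoted for roots. The root count at 48 h was 906 genes. It is likewise lower than the quoted value. Summed over the 5 time points, the leaf calls numbered 7028. The sum is lower than the quoted total. Lower too were the leaf count at 3 h (3192) and the root counts at 0.5, 3 and 24 h (764, 976 and 988). The root calls summed to 4997, which is also lower than the total quoted for roots. The totals quoted from the study equal the sums of its counts per time point, in which a gene called at several time points counts several times. The study tested read counts, which are not used here, with another model.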
